A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

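Tail DNA of 8 mice of a single family of the non-irradiated group (0 Gy) was compared with DNA of a male reference mouse by array comparative genomic hybridization (array CGH). In this method the DNA of a mouse and the reference DNA carry different fluorescent dyes and are hybridized to the same array, and the ratio of the 2 signals at a probe measures the relative number of copies of that sequence. The family consisted of 1 sire, 1 dam and 6 offspring. Each mouse was hybridized on 2 arrays with the dyes (Cy5 and Cy3) exchanged between mouse and reference, which gave 16 arrays on 4 slides. The arrays were those of a second screening, in which probes had been placed densely around sites picked from a first screening. The first screening and the quantitative PCR of the study were not used here.

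Per the file headers, the arrays were custom Agilent arrays of design 039335, extracted with Feature Extraction 10.7.1.1. The intensity of each spot was deposited as the scanner signal with its local background and as a processed signal, from which the software had subtracted the background and which it had scaled linearly between the dyes. The deposited log10 ratio is that of the red (Cy5) over the green (Cy3) processed signal. The table of log2 ratios deposited for the whole series was equal to these values after conversion, with reference over mouse as its direction and a difference of at most 5.5e-07 over all spots. Groups came from the labels, which name the sire and the dam and number the offspring. The labels give no sex for the offspring, and none was assigned.

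Probe positions in the files are those of mouse build mm9. The genome given for naming was of a later build, in which chromosome 1 ends at position 195471971, whereas the last probe of chromosome 1 ended at 197165645. Coordinates were therefore left as the files give them and no genes were named, since the files pair no probe with a gene.

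Each log10 ratio was converted to log2, turned to mouse over reference on both arrays of a mouse, and centred on the median of the autosomal probes of its array. Control spots and spots with a non-uniformity or population outlier flag were left out, and spots of the same probe were averaged. The 2 arrays of a mouse counted as 1 replicate. A probe was positive when its log2 ratio passed 0.5 in the same direction on both arrays and at least 1 other such probe lay within 3 probes and 10 kb. Runs of positive probes of the same direction formed a region. The same rule was applied with the dye-swapped array left unturned, which calls probes whose ratio follows the dye and not the DNA. A de novo candidate region was a region called in an offspring with no overlapping call of the same direction in a parent and with the mean log2 ratio of both parents under 0.25 in that direction. For transmission, regions called in exactly 1 parent with the other parent under 0.25 were merged within 1 Mb, and an offspring carried a region when its mean log2 ratio over the positive probes passed 0.5. The share was set against 50% by an exact two-sided binomial test.

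Differences of single probes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on 1 value per mouse, the mean of both arrays, with Benjamini-Hochberg adjustment at 0.05. One fit set the 8 mice against 0 and the other set the 6 offspring against the 2 parents. Calls were made in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1. The threshold, the neighbour rule, the tests, the alternatives and the rule for naming regions were fixed before the data were examined. The rule named all de novo candidate regions, the 10 regions with the most positive probes among those called in some of the mice, and up to 3 probes per direction from limma with the largest log2 ratio. Regions of 2 probes are named beyond that rule, and were chosen after their values were seen.

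The scripts were tested on simulated data. Over 163239 simulated probes with the dye differences of the real arrays, regions of 10 probes planted at a log2 ratio of 1.0 were recovered in 100% of 160 cases, at 0.6 in 96.25% and at 0.4 in 2.5%. Regions of 3 probes were recovered in 94.38% at 1.0 and in 40.0% at 0.6. For the family fit, limma recovered 100% of 200 probes planted at 0.5 with 1 false call. For offspring against parents it recovered 99.5% with 38 false calls, more than the nominal rate, in a simulation that gave each mouse its own spread.

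Alternatives covered the threshold, the number and spacing of probes, the parent limit, the background correction (normexp with an offset of 50, on median spot signals because no mean signals were used here), the series table, the centring, the flag filter, a filter on dim probes, the slide, single dye orientations and leaving out each mouse. A correction for the GC content of the probes was planned and not run, since probe sequences were not used here. A block for the scan day, an intensity trend and weights per mouse in limma, and a transmission share without 4 losses of the dam, were added after seeing the data. The number of arrays limits the precision: each mouse has 2, and the sire and the dam have no replicate.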

Results

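The data comprised 16 arrays, 2 for each of the 8 mice, with 167378 non-control spots per array. They represented 163290 different probes, of which 163239 were autosomal, 48 were on the X chromosome and 3 on the Y chromosome. The median distance between the starts of neighbouring autosomal probes was 103 bp. Between 95.6% and 99.6% of the spots of an array were well above background in both channels, between 101 and 212 spots carried an outlier flag, and no spot was saturated. The SD of the log2 ratio between adjacent probes, as given by the software, ranged from 0.116 to 0.213. The sire and the dam were on slide 1, offspring 1 and 2 on slide 2, offspring 3 and 4 on slide 3, and offspring 5 and 6 on slide 4. Slides 1 and 2 were scanned on the first scan day and slides 3 and 4 on the second. All ratios below are log2 of the mouse over the male reference mouse.

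The sex chromosomes were examined first, because the labels name a male and a female parent. The median X ratio was 0.013 in the sire, with an SD of 0.070 between its 2 arrays, and 0.88 in the dam, with an SD of 0.097. The median Y ratio was -0.10 in the sire (SD between arrays 0.057) and -1.58 in the dam (SD between arrays 0.26). Both directions were those of a male and a female parent. A single X chromosome in the reference against a pair in the mouse corresponds to a log2 ratio of 1, so the dam value was lower than that ratio. Among the offspring, the median X ratio was -0.026 in offspring 1, 0.78 in offspring 2, 0.89 in offspring 3, 0.87 in offspring 4, 0.79 in offspring 5 and 0.81 in offspring 6. The Y ratios of the same mice were -0.080, -0.99, -1.40, -1.54, -0.97 and -0.91. The alternative that moved the X ratio of the dam most was normexp background correction, which gave 0.78.

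**Figure D1:**
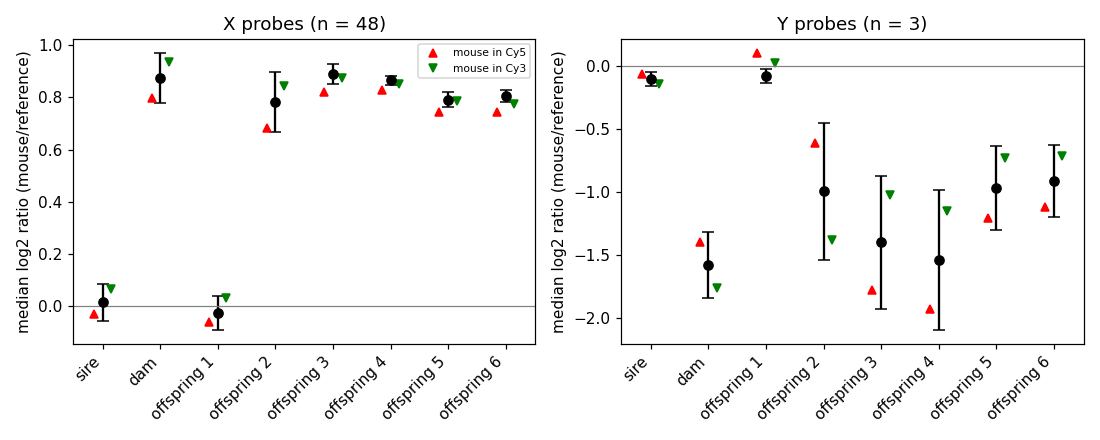
Median log2 ratio (mouse over reference) of the 48 X probes (left) and the 3 Y probes (right) per mouse. Black circles are the medians of the mean of both arrays with the SD between the 2 arrays, and triangles are the single arrays. The sire and offspring 1 lie near 0 on both chromosomes.

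The positive probes of each mouse were then counted, to show where each mouse differed from the reference. The sire had 169 positive probes (36 gains and 133 losses) and the dam had 59 (14 gains and 45 losses). The 6 offspring had 71.5 ± 23.6 (SD, n = 6) positive probes, from 26 in offspring 1 to 91 in offspring 6. The offspring had 31.2 ± 6.05 probes with a gain and 40.3 ± 19.1 with a loss (SD, n = 6). The spread of the losses rested on offspring 1, which had 2, whereas the other offspring had 42 to 52. With the dye-swapped array left unturned, the same rule called 58 probes in the sire, 45 in the dam, 87 in offspring 1 and 128 in offspring 2. It called 6, 0, 6 and 2 probes in offspring 3, 4, 5 and 6. Under this rule the number of positive probes was therefore under the level of the unturned calls in offspring 1 and 2. With at least 4 probes per region, offspring 1 had 24 positive and 0 unturned probes, and offspring 2 had 62 and 0. Over all mice that rule gave 588 positive and 4 unturned probes. Under normexp background correction the unturned calls of all mice fell from 332 to 14 probes, and those on slides 1 and 2 to 4, whereas the positive probes of all mice went from 657 to 591. The threshold moved the number of positive probes most: at 0.3 the median over the 8 mice rose from 79.0 to 178 positive probes, and the unturned calls of all mice rose from 332 to 8218 probes.

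The positive probes formed 8 regions in the sire, 8 in the dam and 8 ± 3.10 (SD, n = 6) in the offspring, 64 in all. The unturned rule formed 161 regions in the 8 mice, of which 61 were in offspring 2. In 100 simulations of unchanged mice that shared the reference, no region was called and no probe was called in 2 or more mice, against 98 probes called in 2 or more mice here. The simulation drew normal errors around the measured dye differences, so it does not cover heavier tails. Requiring directly adjacent probes moved the number of regions most by splitting runs, except for the threshold, with a median of 17.5 regions per mouse against 8.

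Overlapping regions of the 8 mice joined into 18 distinct regions, 4 gains and 14 losses, of which 8 were called in 1 mouse only and none in all 8 mice. A gain on chromosome 2 (start 70079530, end 70086081, 34 positive probes) was called in the sire and in all 6 offspring. Its mean log2 ratio was 2.74 in the sire, 0.030 in the dam and 1.75 ± 0.26 in the offspring (SD, n = 6). Offspring 3 and 4 had 2.07 and 2.09, whereas the other offspring lay between 1.57 and 1.59. The 2 arrays of a mouse lay at most 0.14 from their mean at this region, which is less than the distance between offspring 3 or 4 and the others. Of the 34 probes, 17 were well above background on all arrays. Over these 17 the mean was 1.80 in the sire, 1.19 and 1.24 in offspring 3 and 4 and 0.85 to 0.87 in the other offspring. This filter leaves out any probe with little signal in 1 channel, as a probe with a high ratio can have, so the lower means do not show the ratios over all 34 to be wrong.

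On chromosome 3 a loss was called in 2 pieces (start 25416456, end 25421875, 24 positive probes, and start 25432407, end 25433951, 12 positive probes). Over both pieces the mean log2 ratio was -0.061 in the sire, -1.91 in the dam and 0.028 in offspring 1. It was -1.79, -1.94, -1.93, -1.83 and -1.84 in offspring 2, 3, 4, 5 and 6. No array lay more than 0.10 from the mean of its mouse. Losses of 2 probes on chromosome 7 (start 126944817), chromosome 13 (start 77817425), chromosome 15 (start 9707695) and chromosome 6 (start 54112468) were also near the reference in the sire and in offspring 1. The dam values were -1.32, -0.69, -0.56 and -0.64 in the same order.

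On chromosome 4 the sire showed a loss in 5 pieces between positions 78452626 and 78499307, with 131 positive probes among 181 probes of the interval. The largest pieces had 62, 30, 26 and 10 positive probes. The joined region of all mice had 132 positive probes, and over these the mean log2 ratio was -0.94 in the sire and -0.017 in the dam. Offspring 1 to 5 had -0.38, -0.42, -0.39, -0.41 and -0.39, between the parents, and offspring 6 had -0.033. The arrays of a mouse lay at most 0.16 from their mean, less than the difference between offspring 6 and each other offspring. The mean of no offspring passed 0.5 over this interval, although offspring 4 had a call of 3 probes within the piece of 62 probes.

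**Figure D2:**
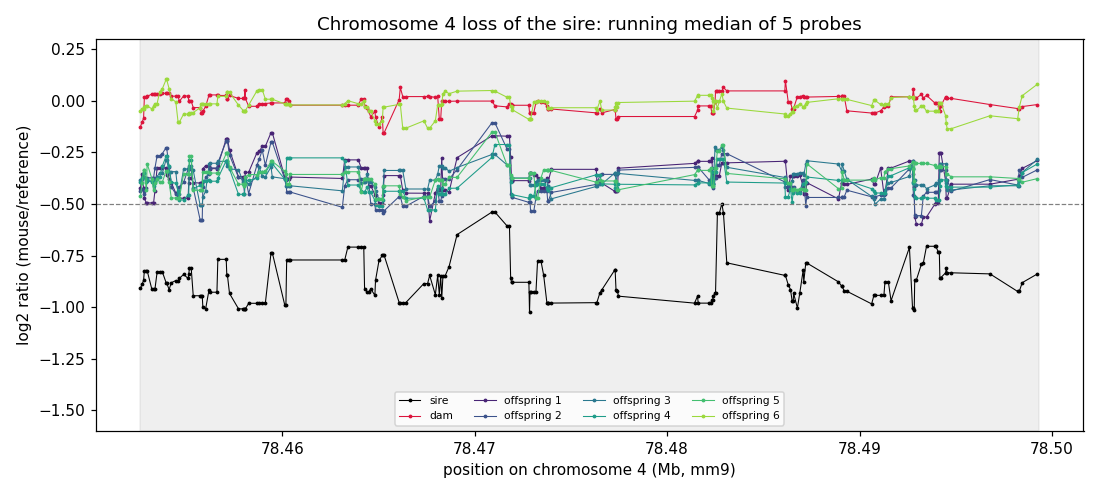
Log2 ratio (mouse over reference) against position on chromosome 4 (Mb, build mm9), as a running median of 5 probes for each of the 8 mice. The shaded interval is the loss called in the sire and the dashed line is the threshold. Lines join neighbouring probes. The sire lies lowest, offspring 1 to 5 lie between the parents, and offspring 6 (-0.033) lies at the level of the dam (-0.017).

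Further along chromosome 4, the dam showed a gain in 2 pieces (start 101110482, end 101111198, 5 positive probes, and start 101270123, end 101270967, 9 positive probes). Over both the mean log2 ratio was -0.078 in the sire and 0.84 in the dam. It was 0.50, 0.46, 0.50, 0.54 and 0.50 in offspring 1 to 5 and 0.83 in offspring 6. The arrays lay at most 0.043 from the mean of their mouse. On chromosome 15 a loss (start 8357740, end 8358914, 11 positive probes) was called in 7 mice. The mean was -0.53 in the sire, where it was not called, -0.58 in the dam and -0.62 ± 0.053 in the offspring (SD, n = 6). The difference between the sire and the offspring mean did not exceed the distance of the sire arrays from their mean, 0.19.

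**Figure D3:**
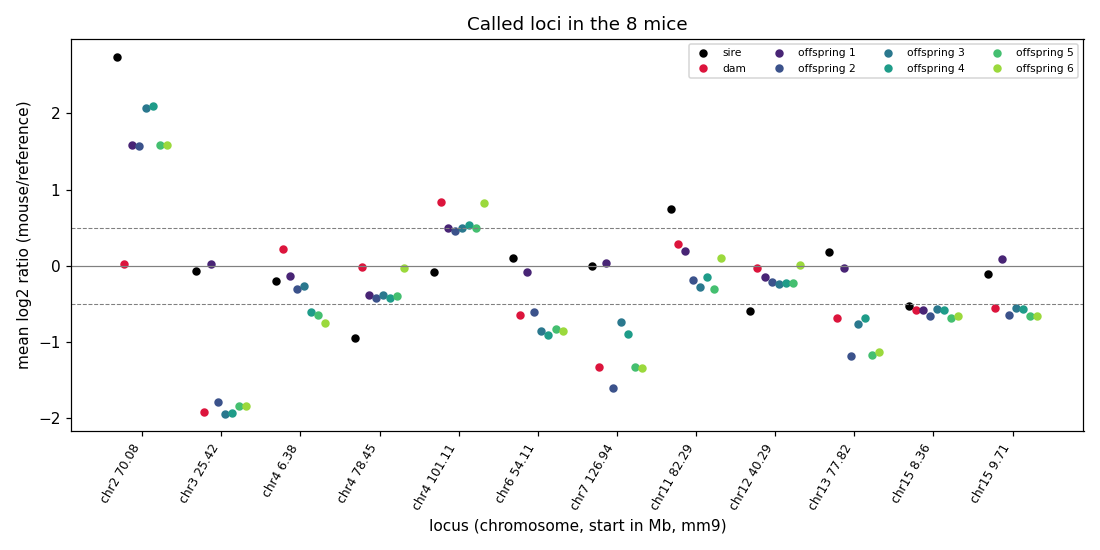
Mean log2 ratio (mouse over reference) of each of the 8 mice at the called loci, with regions of the same direction within 1 Mb joined. Each point is a mouse, and dashed lines mark the threshold of 0.5 in both directions. The chromosome 2 gain reaches 2.74 in the sire, and the chromosome 3 loss lies at -1.91 in the dam and at 0.028 in offspring 1.

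The family design asks which changes of the offspring were absent from both parents. Of 48 regions called in the offspring, 8 had no overlapping call in a parent, and 1 of these also had both parents under the limit of 0.25. It was a loss of 3 probes on chromosome 4 (start 6381508, end 6381669) in offspring 6, with a mean log2 ratio of -0.75, against -0.20 in the sire and 0.23 in the dam. Its 2 arrays gave -0.72 and -0.78. Offspring 4 and 5, which were not called, had -0.60 and -0.64, and offspring 1, 2 and 3 had -0.14, -0.30 and -0.26. Offspring 4, 5 and 6 were all scanned on the second day, whereas both parents were scanned on the first. Offspring 3 was also scanned on the second day and did not share their level. An effect of the scan day at these probes was not tested. The arrays of offspring 3 lay 0.35 from their mean at these probes. Offspring 4 and 5 lay closer than that to the candidate, so it was not separated from them by more than the spread between arrays, whereas offspring 1, 2 and 3 lay farther from it. Thus 1 of 6 offspring (16.7%) had a candidate, with an exact 95% confidence interval from 0.421% to 64.1%. The candidate was lost at a threshold of 0.8 and when 4 probes were required. The count moved most when the mean of the parents was subtracted in both orientations, which gave 86 regions. In 33 of these the sire and the dam themselves differed by more than 0.5. Offspring 1 alone had 38 of the 86, of which 35 were losses of 2 probes, and the other offspring together had 48.

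Regions carried by 1 parent were followed into the offspring, since a heterozygous change is passed to 50% of them on average. There were 8 such loci after merging, 3 from the sire and 5 from the dam. They were carried in 30 of 48 offspring-by-locus pairs (62.5%, exact 95% confidence interval 47.4% to 76.0%; exact two-sided binomial test against 50%, p = 0.111). The pairs are not independent, because the losses of the dam on chromosomes 3, 7, 13 and 15 were carried by the same 5 offspring. These 4 losses gave 20 of the 30 carried pairs. Without them, a choice made after seeing the data, the share was 10 of 24 pairs (41.7%, exact two-sided binomial test, p = 0.541). That these losses are autosomal was not shown. The chromosome 2 gain of the sire was carried by 6 of 6 offspring and the chromosome 4 gain of the dam by 4 of 6, with offspring 2 and 3 just under the threshold. Neither the chromosome 4 loss of the sire nor a loss of 2 probes on chromosome 12 (start 40288870) was carried by any offspring at this threshold. The level halfway between the parents was -0.41 at the former and -0.28 at the latter, so an offspring at that level could not pass, and offspring 1 to 5 lay at -0.38 to -0.42 at the former. At the chromosome 4 gain the halfway level, 0.45, was also under the threshold. These shares therefore count values past a threshold and do not test transmission. The 50% also holds only for a heterozygous change, whose carriers lie at the level of that parent. A parent with the change on both copies passes it to all offspring, which then lie halfway between the parents. Offspring 1 to 5 lay near halfway at both places on chromosome 4, whereas offspring 6 lay at the dam level. The 50% and its p-values do not apply to such loci. With 0.5 of the parent's own ratio as the threshold, the share was 66.7% (exact two-sided binomial test, p = 0.0293).

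With limma, 55 of 163238 autosomal probes differed between the 8 mice and the reference at an adjusted p under 0.05, 14 higher and 41 lower, and 24 of them had a mean log2 ratio past 0.5. These 24 were 11 probes on chromosome 2, 11 on chromosome 15, 1 on chromosome 4 and 1 on chromosome 13. The probe with the highest mean ratio was A_67_P04558075 on chromosome 2 (start 70079530, log2 3.43, SE 0.37, limma adjusted p = 0.011, higher in 8 of 8 mice). It was followed by A_67_P00398084 (log2 3.32, limma adjusted p = 0.0478, higher in 7 of 8 mice) and A_67_P00398074 (log2 3.30, limma adjusted p = 0.0348, higher in 8 of 8 mice). These counts of mice use only the sign of the log2 ratio. The dam had 0.73, -0.25 and 0.020 at the 3 probes in this order, so at the last it lay at the level of the reference. The lowest were A_67_P19381853 (log2 -0.69, limma adjusted p = 0.000185), A_67_P02969376 (log2 -0.67, limma adjusted p = 0.0025) and A_67_P02969378 (log2 -0.65, limma adjusted p = 9.58e-05), all on chromosome 15 and lower in 8 of 8 mice. This test leaves out the spread between reference animals, as 1 reference animal was used. It also treats the parents and their offspring as independent, although the chromosome 2 gain of the sire was called in all 6 offspring. The simulation drew the mice independently too, so its false calls do not cover this. With the slide as a random block, 41 probes passed in limma. Without the sire, 3911 probes passed, and these included all 55. The count moved most when only the arrays with the mouse in Cy5 were used, where a dye bias is not cancelled, and 55329 probes then passed in limma. On probes well above background on all arrays, a filter that also leaves out sequences with little signal in 1 of the mice, 3 higher and 6 lower probes in limma had a mean past 0.5, against 12 and 12.

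Between the 6 offspring and the 2 parents, 0 of 163231 probes passed an adjusted p of 0.05 in limma, whereas 32872 had an unadjusted p under 0.05. The parents were all on slide 1 and scanned on the first day, and each slide held mice of 1 generation only. With the slide as a random block, 0 probes passed in limma, and 42523 had an unadjusted p under 0.05. With the scan day as a block, 4 probes passed in limma, all lower in the offspring. Without the dam, so that the sire stood alone against the offspring, 19150 probes passed, and without the sire 84 passed.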

Values the study reported

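Leaving out mice with 4 or more de novo copy number variations, which it listed separately, the study reported 11 deletions and 3 duplications in its non-irradiated group after qPCR. It reported that 11 of 156 F1 mice of that group, or 7.1%, had de novo deletions. A probe from the first screening counted as positive in the second when its log2 ratio exceeded 0.5 in size and that of at least 1 newly added probe within 3 probes did so too.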

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

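The tests of explanations in this part were chosen after the values were seen, except the median over chromosome 4. Among 19 results with 6 offspring each, 9 had an offspring far from the others, by a gap to the nearest offspring above Dixon's 95% critical value for 6 samples. Chance gives about 1 in 20, and several of the 9 are the same mouse at linked or related measures.

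Offspring 1 stood apart in 6 of them. Its X ratio was -0.026, against 0.78 in the nearest offspring. It had 26 positive probes against 68 in the nearest, and 2 probes with a loss against 42. At the chromosome 3 loss it had 0.028 against -1.79, at the chromosome 6 loss (start 54112468) -0.075 against -0.61, and at the chromosome 15 loss (start 9707695) 0.086 against -0.55. Each of the other offspring had 36 positive probes at the chromosome 3 loss and 2 each at those on chromosomes 7 and 13, and offspring 3 to 6 had 2 on chromosome 6, where offspring 1 had none. An autosomal deletion on both copies of the dam would place all offspring halfway between the parents, at -0.71 on chromosome 3. No offspring lay near that value. A deletion on only 1 copy of the dam would place carriers at her level and the others at that of the sire. The halfway value does not test this, so it stays open. A candidate explanation is extra copies of these sequences on the Y chromosome of the reference. The losses on chromosomes 3, 7 and 13 were examined for this: each of the 24 mouse-by-locus values lay on the same side of the threshold as the median Y ratio of that mouse. These loci were picked because they followed that ratio, and the Y ratio rests on 3 probes. The explanation stays open. Copies elsewhere that the sire passed to offspring 1 alone stay open, since 1 mouse beside the sire shows them. On the X chromosome itself, offspring 1 had the copy number of the sire (0.013) and not that of the dam (0.88). Its ratio was -0.021 on X probes well above background and -0.020 under normexp, where the other offspring had at least 0.79 and 0.62. The labels give no sex for the offspring and none was assigned.

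Offspring 6 stood apart in the other 3. It lay at -0.033 over the chromosome 4 loss of the sire, where the nearest offspring had -0.38. At the chromosome 4 gain of the dam it had 0.83, against 0.54. At the chromosome 12 loss of the sire, of 2 probes, it had 0.017 against -0.14. At both places on chromosome 4 it lay at the level of the dam while the other offspring lay between the parents. On chromosome 12 its arrays gave 0.18 and -0.14, so it was not separated from the nearest offspring by more than the spread between arrays, and the gap was just above the critical value. That value is not used further. Dam DNA in the sample is argued against by the chromosome 2 gain of the sire, which was 1.58 in offspring 6 and within the range of the other offspring. An effect of the slide is argued against by offspring 5 on the same slide, which had -0.39 over the chromosome 4 loss. If the sire carried different alleles there, its log2 ratio should be no lower than -0.44, from the sum of the offspring ratios minus that of the dam, and it was -0.94. Loss of the sire copy of chromosome 4 without replacement is argued against by the median over all chromosome 4 probes, 0.0061. What stays open is a mouse of other parents under this label. The chromosome 2 gain of the sire was present in it, at 1.58, but another sire of the same colony could carry that gain. Replacement of the sire copy of chromosome 4 by a dam copy would leave the copy number unchanged and was not tested.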

How the results depend on the processing

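The scan day block, the intensity trend, the weights per mouse and the transmission share without the losses of the dam on chromosomes 3, 7, 13 and 15 were chosen after seeing the data, and all other alternatives before. Each result was recomputed with 1 choice changed at a time. The series table gave the same counts as the scanner files, as its values are the same. The flag filter, the limit in kb and the centring changed no call count by more than 1.5 times. The planned GC correction was not run. No paired analysis was possible because the sire and the dam are single mice.

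At a threshold of 0.8 the median number of regions per mouse was 4.5 and no de novo candidate was left (0). At 0.3 the medians were 178 positive probes and 36 regions per mouse, with 71 de novo candidates, and the unturned calls rose to 8218 probes, more than the 1481 positive ones. With at least 4 probes per region, the median was 4 regions with 0 de novo candidates. With directly adjacent probes only, it was 17.5 regions. The single candidate in offspring 6 was called under normexp, without centring, without the flag filter, on probes well above background and with adjacent probes. Without the limit on the parents there were 8 candidates, at 3 places. With the mean of the parents subtracted in both orientations there were 86, of which 38 were in offspring 1.

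The share of transmission was 66.7% with 0.5 of the parent's own ratio as threshold, with a smaller p (exact binomial p = 0.0293), since the chromosome 4 gain then counted in 6 of 6 offspring. It fell below 50%, to 45.2% (exact binomial p = 0.445), when regions were not merged, because the 5 pieces of the chromosome 4 loss then counted separately. With at least 4 probes it stayed at 62.5% (exact binomial p = 0.307). Without the losses of the dam on chromosomes 3, 7, 13 and 15 it was 41.7% (exact binomial p = 0.541), since these losses gave 20 of the 30 carried pairs. None of these shares tests transmission, because an offspring halfway between the parents stays under the threshold at both losses of the sire. The 50% also holds only for a heterozygous change, and not where the offspring lie halfway between the parents.

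The X ratio of the dam was 0.78 under normexp. On the 1 Y probe well above background on all arrays, the Y ratio of the dam was -0.34. This filter would leave out a Y probe whose sequence is missing in a mouse, so it does not show whether the ratio of -1.58 over all 3 is reliable.

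The count of probes differing from the reference changed under several alternatives. Only arrays with the mouse in Cy5 gave 55329 probes (815 past 0.5), and only those with the mouse in Cy3 gave 29741 (255 past 0.5), since a dye bias shared by all arrays is then not cancelled. Normexp gave 272 (93 past 0.5), the intensity trend 790 (128 past 0.5), weights per mouse 5710 (149 past 0.5) and the 6 offspring alone 2638 (139 past 0.5). On probes well above background, 9 were past 0.5. Leaving out a mouse gave 30 to 3911 probes, with 13 to 139 past 0.5. The highest came without the sire, and without offspring 1 the count was 442. All 55 probes were among those called without the sire, and 30 of them without offspring 5.

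Between offspring and parents, 1 probe passed with the mouse in Cy3 only and 4 with the scan day as a block. Leaving out a mouse gave 0 to 19150 probes, the highest without the dam and 84 without the sire. In these fits the lone parent is assumed to vary like the offspring, and the sire had the largest spread of log2 ratios of all mice (robust SD 0.124). The unadjusted count of 32872 was far above what chance gives. With weights per mouse it fell to 12467, so it depended on how much each mouse counted. It rose to 41589 with the scan day as a block, and leaving out 1 offspring gave 27794 to 33647. The cause of the excess was not tested further. Where no cause is given above, the cause was not tested. At a probe with little signal in 1 channel, the background limits how large a ratio can be measured, as on the Y chromosome.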

Other observations

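The unturned rule, the limma fit and the alternatives for the background and for dim probes were planned before the data were examined. The tests of explanations in this part were chosen after the values were seen.

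The number of unturned calls differed between slides, with 58, 45, 87 and 128 probes in the 4 mice of slides 1 and 2 against 6, 0, 6 and 2 in those of slides 3 and 4. Under normexp background correction the difference was gone, with 4 unturned probes on slides 1 and 2 and 10 on slides 3 and 4, against 318 and 14. On probes well above background on all arrays it was still there, with 76 against 4. A dye bias of the first scan day may underlie the excess, but the normexp result of 4 leaves this open, because the offset used there also shrinks the ratios of dim probes. Each scan day held 2 slides, so an effect of single slides stays open too, and no biological explanation was tested.

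The chromosome 2 gain was higher in offspring 3 and 4, both on slide 3. A larger amplitude of that slide at all loci is argued against by the chromosome 4 gain, where slide 3 divided by slide 2 gave 1.07, and by the chromosome 4 loss, where it gave 1.003, against 1.32 for the chromosome 2 gain. An effect of the slide at single loci stays open. Offspring 3 and 4 also stood apart at the chromosome 7 loss, with -0.73 and -0.89 against -1.32 or lower in offspring 2, 5 and 6, and at the chromosome 13 loss, with -0.76 and -0.68 against -1.19, -1.17 and -1.13. There the loss was smaller on slide 3, at 0.61 of the log2 ratio on slide 4 for chromosome 7 and 0.63 for chromosome 13, whereas the chromosome 2 gain was 1.31 times as large. A sire with alleles of different copy number on chromosome 2 is open as well. Over the 17 probes well above background on all arrays, the linear ratios of slide 3 and of slides 2 and 4 added, minus that of the dam, correspond to a log2 ratio of 1.66 for the sire, where 1.80 was measured. The difference was smaller than the largest between the arrays of a mouse, 0.26. Both mice with the higher level share a slide, so alleles and slide cannot be told apart.

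The de novo candidate on chromosome 4 (start 6381508) may be noise of its 3 probes. The arrays of 1 offspring differed by up to 0.71 there, against a called loss of -0.75, and the other offspring ranged down to -0.64. The test leaves it open, since the difference was slightly smaller than the loss. The share of offspring with a candidate has 6 mice as its denominator and no quantitative PCR behind it, unlike the share of the study, so no direction is given. The labels name this family with the letter C. Among the mice that the study lists with de novo changes after qPCR, none has that letter. That the letters of the study match those of the labels was not shown.

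The 5 offspring between the parents at the chromosome 4 loss had ratios near -0.40, under the threshold of 0.5. In the simulation, regions of 10 probes at 0.4 were recovered in 2.5% of cases, so a change of this size over 10 probes is mostly missed by the rule. That rate does not carry over to this interval, where the sire is called with 131 probes, because longer regions were not simulated. Offspring 4 had a call of 3 probes there and the other offspring had none. One probe on chromosome 13 (A_67_P07959016, start 95707465) had a mean log2 ratio of 1.48 over the 8 mice (limma adjusted p = 9.05e-06), with no positive neighbour. It was chosen after its value was seen.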
